A study of Mus musculus with 36 samples. Its data were reported in "Gene-selective transcription promotes the inhibition of tissue reparative macrophages by TNF" (2022).

How the data were processed

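The assay was Illumina sequencing of messenger RNA from BMDMs. The authors deposited a table of read counts per Ensembl gene and a table of normalized read counts. The aligner, the genome build, the annotation, the counting tool and the normalization are not given in the sources used here.

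The 36 samples were grouped by their titles into 12 groups of 3. The value columns of both tables carried numbered names, and the numbers did not form an unbroken series. These names occur in no sample label and nowhere in the text of the study. Matching the columns to samples by their order or by their values would have been a guess. All 72 value columns of the 2 tables were therefore left out of the analysis. Their values were inspected only to see what kind of number each table holds. For this reason the differential expression tests and the alternatives to them that were planned before the data were examined were not run, and depth and replicate error are not reported.

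Only the columns of gene identifiers and symbols were analysed, a choice made after the tables were seen, with Python 3.11.15 and SciPy 1.17.1. Identifiers were matched without version numbers to the gene types of the GENCODE M1 mouse annotation. As an alternative, symbols were matched to RefSeq biotypes. A share was given only where at least 80% of a set had an annotation. No coordinates are given, since the build behind the tables is not given in the sources used here. The gene lists were taken from the text of the study before the data were examined.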

Results

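Bone marrow-derived macrophages (BMDMs), which are grown from mouse bone marrow in the presence of the growth factor M-CSF, were profiled by bulk RNAseq in 36 samples from C57BL/6 mice. The labels placed these samples in 12 groups of 3. The groups crossed 3 pretreatments with 4 stimulation states. The pretreatments were the solvent DMSO, the JNK inhibitor SP600125 at 10 µM and the covalent JNK inhibitor JNK-IN-8 at 20 µM. The stimulation states were unstimulated control, IL4+IL13, IL4+IL13+TNF and TNF, with each cytokine at 10 ng/ml for 6 h. IL4 and IL13 drive the gene expression program of M2, or alternatively activated, macrophages, and TNF is a pro-inflammatory cytokine. The design asks how TNF changes IL4+IL13-regulated transcription, and which part of the TNF and IL4+IL13 responses depends on JNK, a kinase that phosphorylates Jun transcription factors.

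The expression values themselves were not used here. Both deposited tables had 36 value columns, and the names of these columns matched no sample label. No column was therefore given to a group, and no difference between groups, fold change, replicate error or depth per sample is reported. The planned comparisons of IL4+IL13, TNF and IL4+IL13+TNF within each pretreatment, and of each inhibitor with DMSO, were not made. What follows concerns only which genes the tables list.

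The count table listed 55487 Ensembl gene identifiers, each once. The normalized table listed 17539 identifiers, all of which were also in the count table, so the normalized table listed 31.6% of the genes of the count table. A gene symbol was missing for 59 of the genes in the normalized table, and 5 symbols were shared by several identifiers. Of the 17539 identifiers, 14609 (83.3%) had a gene type in the GENCODE M1 annotation, and 12649 of these (86.6%) were protein coding. This share covers only genes with a gene type there. The genes without one may differ, so 86.6% is not the share for all 17539. The same share is not given for the remaining 37948 genes of the count table, because only 47.4% of them had a gene type in that annotation.

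A selection of the genes that the study discusses was looked up by symbol in the normalized table. All 13 genes of the M2 list were present, among them Retnla, Arg1, Chil3, Clec10a, Mgl2, Mrc1 and Pdcd1lg2. All 11 genes of a list of mRNAs that TNF was described to inhibit, such as Retnla, Mertk, Cd5l and Arhgap19, were present. All 6 inflammatory genes, Clec4e, Cxcl10, Acod1, Ass1, Nos2 and Tnf, were present. Of 8 genes for AP-1 components, 7 were present. The exception was Fosl1 (ENSMUSG00000024912), whose identifier was listed in the count table only. Over the lists together, 35 of 36 distinct genes were present. The lists came from the text of the study, which names many of these genes for their expression in its own BMDM data. Their presence was therefore likely beforehand and is no independent finding. Presence in the table gives no expression level, and the rule by which genes entered it is not given in the sources used here.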

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

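The share of protein-coding genes among the annotated genes of the normalized table was recomputed with another annotation. This alternative was chosen after seeing the data. The share was 86.6% by GENCODE gene type, matched on the identifier, and 78.5% by RefSeq biotype, matched on the symbol. The 2 shares have different denominators, since the matches cover different sets of genes, 14609 and 15898. Neither is a share of all genes in the normalized table. The difference between the 2 shares therefore need not mean that the annotations disagree on the same genes. The cause was not tested.

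The alternatives planned for the expression comparisons, such as another normalization, no filter on low counts, another test and leaving out single libraries, were not run, since no comparison was made. No paired analysis was possible because no value column carried a replicate number or a sample label.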
